A study of Mus musculus with 6 samples. Its data were reported in "Gene and miRNA expression signature of Lewis lung carcinoma LLC1 cells in extracellular matrix enriched microenvironment" (2016).

How the data were processed

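MiRNA expression was measured in LLC1 mouse Lewis lung carcinoma cells grown for 48 h as a 2D monolayer or embedded in matrix gel rich in laminin at 0.5 mg/ml (lr-ECM 3D), with 3 independent replicates per condition and 1 array per replicate. Per the labels and the methods, 100 ng of total RNA was labelled with Cy3 and hybridised to Agilent mouse miRNA arrays, so each array has 1 colour. Groups were taken from the sample labels.

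The deposited scanner files hold spot intensities on a linear scale, which the authors extracted with Feature Extraction 10.7.3.1 after background subtraction and spatial detrending, with no normalization between arrays. These intensities are negative for 41.2% to 52.2% of the spots of an array. The same deposited files hold other columns, per the file headers flags for outliers, saturation and detection. The deposited series table holds log2 values by the authors: each column equalled the log2 of the intensities floored at 1 plus a constant for the array, with a largest departure of 0.049, and all 6 columns had a mean of 1.79. That scale was found from the values.

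Each array carried 12493 spots, of which 11540 were miRNA spots, 672 negative controls and 281 positive controls. Control spots were left out, as were 190 to 369 outlier spots per array, and 0 spots were saturated. Spots of a probe were averaged, which gave 1712 miRNA probes for 566 mouse miRNAs and 10 viral miRNAs. Each array was multiplied by a factor that set its mean over miRNA probes to the mean of the 2D arrays. This is a reading of the methods' scaling to the mean of the control samples on the linear scale, and it differs from the scaling in the deposited table, where the means of the log2 values are equal between arrays. The factors were 1.04, 4.43 and 0.552 for the 2D arrays and 0.447, 0.575 and 0.589 for the lr-ECM 3D arrays. Scaled signals were floored at 1 and converted to log2, so that the floor lies at 0. A miRNA was represented by its probe with the highest mean log2 signal over the 6 arrays. A probe counted as well above background on an array where at least 50% of its spots carried that flag, and a miRNA counted as detected there.

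Mouse miRNAs well above background on all 3 arrays of a group or more were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) with Benjamini-Hochberg adjustment over the tested miRNAs. A call needed an adjusted p under 0.05 and a fold change of at least 2, the fold limit of the methods. Where a miRNA was not well above background on any array of a group, its fold is given as a bound: the mean log2 signal of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the array's lowest signal well above background and the probe's own signal. No fold is given where that bound was under 1. Detected miRNAs per array were compared with an exact two-sided permutation test. Families with at least 3 tested members were tested with limma's camera with the correlation estimated from the data, and smaller families are given member by member. MiRNA genes were matched by name to a RefSeq table of mouse assembly GRCm38.p6, which placed 113 of the 120 tested miRNAs (94.2%) on chromosomes. No coordinates were used, and a miRNA counted as X-linked only if every copy lay on X. The X-linked share of lower calls was compared with Fisher's exact test. The number of arrays limits the precision of every value.

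The rule for naming miRNAs, fixed before the data were examined together with the scaling, the tests and all alternatives except the combined setting named at the end of this text, took a list of 10 miRNAs from the study's text; the members of miR-34b/34c; calls well above background on all 6 arrays with the largest rise and fall; up to 4 calls per direction, by their bound, that were well above background on all arrays of a group and none of the other; and the 5 miRNAs with the highest mean signal. The fit and the calls were tested on simulated log2 values for the comparison of lr-ECM 3D with 2D. With 30 of 120 miRNAs shifted by 2 on the log2 scale, 76.7% were recovered at the spread of the real arrays. At an SD of 0.25, 100% were recovered, with 0 false calls in both. Each miRNA had the same spread in both groups. Scaling, the floor, the filter and a dim 2D array were not simulated, so this says nothing about calls that rest on them.

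Alternatives covered the scaling (75th percentile over detected or over all probes, no scaling, quantile normalization), the background correction (normexp with an offset of 50), the summary of a miRNA (total gene signal, mean over all probes), a floor at 10, the deposited log2 values, no filter and a filter on all 6 arrays, each array left out in turn, the replicate number as a block, an eBayes trend with a robust prior, the methods' t-test, and other set tests (fry, camera with a preset correlation of 0.01). For normexp the median pixel signal was used in place of the mean pixel signal. All 2D arrays lay on 1 slide scanned on 1 day and all lr-ECM 3D arrays on another slide and day, so slide and scan day could not be fitted as a block. An alternative that joins the deposited values, no filter and the methods' t-test at an unadjusted p was chosen after seeing the data.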

Results

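To examine how the shift from a plastic surface to an extracellular matrix changes miRNA levels, LLC1 cells, a line derived from a mouse Lewis lung carcinoma, were compared between 2D culture and lr-ECM 3D culture, with 3 arrays per condition. The mean signal over miRNA probes before scaling was 21.4, 5.03 and 40.4 linear units on 2D replicates 1, 2 and 3, a mean of 22.3 ± 17.7 (SD, n = 3). It was 49.9, 38.7 and 37.8 on lr-ECM 3D replicates 1, 2 and 3, a mean of 42.2 ± 6.72 (SD, n = 3). The brightest 2D array was 8.03 times as bright as the dimmest, 2D replicate 2. The lowest signal well above background lay, after scaling, at a log2 of 7.02 on 2D replicate 2, 4.95 on 2D replicate 1 and 3.80 on 2D replicate 3, against 3.30 to 3.90 on the lr-ECM 3D arrays. Across the 120 tested miRNAs, which are not independent replicates, the log2 signals of 2D replicates 1 and 3 had a Pearson correlation of 0.992, and 2D replicate 2 had correlations of 0.868 and 0.878 with them. The lr-ECM 3D arrays had correlations of 0.983 to 0.997 with each other, and pairs of arrays from different groups 0.611 to 0.708. All 2D arrays shared a slide and a scan day, and all lr-ECM 3D arrays shared another, so 0 of the 2 slides held both groups and no value within a batch could be had. Batch and culture condition therefore cannot be told apart in any comparison that follows.

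**Figure D1:**
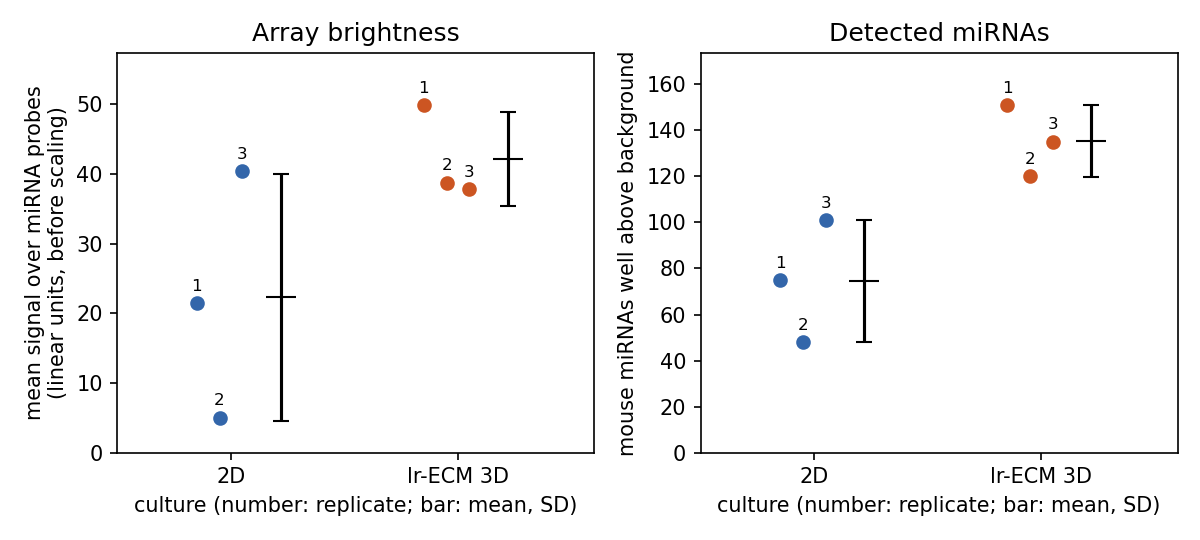
Mean signal over miRNA probes in linear units before scaling (left) and number of mouse miRNAs well above background (right) on each of the 6 arrays, with points numbered by replicate and bars for the group mean and SD (n = 3). The lr-ECM 3D arrays detected 120 to 151 miRNAs and the 2D arrays 48 to 101.

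The number of detected mouse miRNAs was compared first. Of the 566 mouse miRNAs on the array, 75, 48 and 101 were well above background on 2D replicates 1, 2 and 3, and 151, 120 and 135 on lr-ECM 3D replicates 1, 2 and 3. The means were 74.7 ± 26.5 (SD, n = 3) in 2D and 135 ± 15.5 (SD, n = 3) in lr-ECM 3D, a difference of 60.7 miRNAs. The groups did not overlap, and the exact two-sided permutation test gave p = 0.1, the smallest p that 3 arrays against 3 allow. Leaving out 2D replicate 3 moved the difference most, to 73.8 miRNAs. Within the 2D group the dimmest array detected the fewest miRNAs and the brightest the most. Between the groups the order differed, since 2D replicate 3 had a mean signal of 40.4 and detected 101 miRNAs, while lr-ECM 3D replicates 2 and 3 had mean signals of 38.7 and 37.8 and detected 120 and 135.

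The comparison of miRNA levels asked which miRNAs differ between the culture conditions. All 120 tested miRNAs were well above background on all 3 lr-ECM 3D arrays. In 2D, 48 of them were well above background on 3 arrays, 27 on 2, 16 on 1 and 29 on none. By limma with Benjamini-Hochberg adjustment, 14 miRNAs were called, of which 13 (92.9%) were higher and 1 was lower in lr-ECM 3D. This share leans on the filter, which all 120 tested miRNAs passed through the lr-ECM 3D arrays. A miRNA seen only in 2D had to be well above background on the dimmest array, 2D replicate 2, to be tested. At an adjusted p under 0.05 with no fold limit 15 passed, and at an unadjusted p under 0.05 with a fold of at least 2, 22 passed, 21 higher and 1 lower. The methods' t-test on the same values called 17 miRNAs at its unadjusted threshold, 16 higher and 1 lower, and 12 after Benjamini-Hochberg adjustment, all higher. The median log2 change of the tested miRNAs, lr-ECM 3D minus 2D, was -0.11, with 44 miRNAs above 0 and 76 below. The groups' arrays did not overlap for 51 of the 120 miRNAs (42.5%), where chance gives 10%. Of all alternatives, a filter that kept only the 48 miRNAs well above background on all 6 arrays moved the count of calls furthest down, to 0 by limma, with 0 at an unadjusted p under 0.05 and a fold of 2 and 7 at that p alone. With the deposited log2 values, which are scaled differently, 27 miRNAs were called, all higher, and the median log2 change was 0.71. Without 2D replicate 2, the dimmest array, 32 miRNAs were called, 27 higher and 5 lower. Thus 0 of the 14 calls rested on a miRNA well above background on every array.

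**Figure D2:**
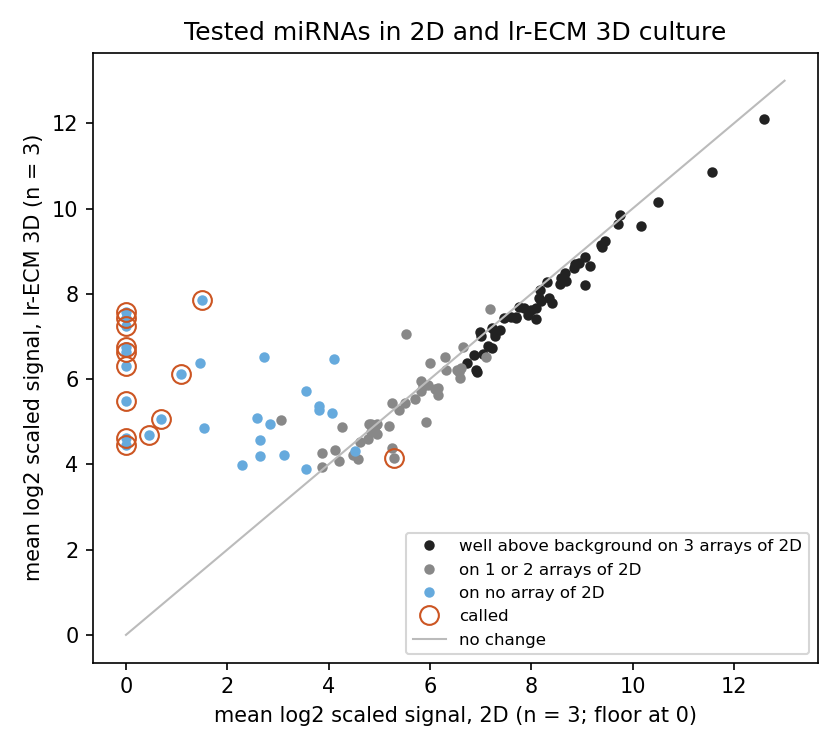
Mean log2 scaled signal of the 120 tested miRNAs in 2D (x axis, n = 3 arrays, floor at 0) and lr-ECM 3D (y axis, n = 3 arrays), with point colour for the number of 2D arrays on which the miRNA was well above background and rings for the 14 calls. The 13 higher calls lie at 2D means between 0 and 1.50, and no miRNA well above background on all 3 arrays of 2D is ringed.

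All 13 miRNAs called higher in lr-ECM 3D were not well above background on any 2D array. Their fitted log2 changes ran from 4.24 to 7.58, with adjusted p from 5.07e-07 to 0.0201 in limma, but many 2D signals lay at the floor, so that the fitted changes and their p-values depend on where the floor is set. A bound of the fold above 1 could be given for 9 of the 13, from at least 1.16-fold to at least 6.03-fold, and it reached 2 for 7 of them. The largest bounds were those of miR-376c-3p (probe A_54_P2825), at least 6.03-fold higher, miR-466f-3p (A_54_P3117), at least 5.00-fold, miR-466g (A_54_P3121), at least 4.54-fold, and miR-574-3p (A_54_P3159), at least 3.95-fold. Each bound averages over 2D arrays with different limits. Over 2D replicates 1, 2 and 3 the bound was 7.47, 1.78 and 16.5 for miR-376c-3p and 6.19, 1.47 and 13.7 for miR-466f-3p. Over 2D replicate 2 alone 0 of the 13 reached 2. The mean log2 signal of miR-376c-3p was 1.50 ± 1.01 (SD, n = 3) in 2D and 7.85 ± 0.24 (SD, n = 3) in lr-ECM 3D, with an adjusted p of 0.000381 in limma. That of miR-466f-3p was 0 ± 0 (SD, n = 3) in 2D, the floor, and 7.58 ± 0.22 (SD, n = 3) in lr-ECM 3D, with an adjusted p of 5.07e-07 in limma. The corresponding lr-ECM 3D values were 7.44 ± 0.26 (SD, n = 3) for miR-466g and 7.24 ± 0.14 (SD, n = 3) for miR-574-3p, both at the floor on all 2D arrays, with adjusted p of 6.41e-07 and 5.07e-07 in limma. These 4 miRNAs were higher on 3 of 3 lr-ECM 3D arrays than on every 2D array. The single lower call was miR-21a-3p (A_54_P3447), named after its values were seen. Its mean log2 signal was 5.29 ± 0.42 (SD, n = 3) in 2D, where it was well above background on 1 array, and 4.14 ± 0.01 (SD, n = 3) in lr-ECM 3D, a change of -1.15 with an SE of 0.23 and an adjusted p of 0.027 in limma. With each array left out in turn it was called lower only without 2D replicate 1. Without 2D replicate 2 the 5 lower calls were other miRNAs: miR-1224-5p, miR-494-3p, miR-689, miR-690 and miR-714, likewise named after their values were seen.

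A list of miRNAs that the study measured by quantitative PCR or named in its overview of expression was examined next. It had 10 members, of which 7 could be tested on these arrays. Over all tested miRNAs 4 of the list were called by limma, miR-574-3p, miR-466f-3p, miR-376c-3p and miR-207, all higher in lr-ECM 3D, and 6 were called when adjusted over the list alone. The study chose the list on these samples, so the latter count is not independent evidence. The mean log2 signal of miR-207 was 1.09 ± 1.90 (SD, n = 3) in 2D and 6.13 ± 0.09 (SD, n = 3) in lr-ECM 3D, at least 1.83-fold higher with an adjusted p of 0.0201 in limma. Over 2D replicates 1, 2 and 3 taken singly the bound of miR-207 was 2.26, 0.539 and 5.02. Its call was lost under 7 of 20 alternatives, among them no filter, the methods' t-test after Benjamini-Hochberg, and leaving out 2D replicate 1 or any of the lr-ECM 3D arrays, and its adjusted p ranged from 2.04e-09 to 0.108 over all alternatives. MiR-669n was at least 2.33-fold higher with an adjusted p of 0.17, miR-466c-5p at least 1.02-fold higher with an adjusted p of 0.276, and miR-574-5p, well above background on 2 of the 2D arrays, changed by 1.53 ± 0.38 (SE) on the log2 scale with an adjusted p of 0.0547, all in limma. The last 3 were called when 2D replicate 2, the dimmest array, was left out. MiR-195a-5p, miR-135a-5p and miR-196a-5p were well above background on 0 arrays of either group, so no fold is given for them. With no filter miR-195a-5p was called higher, with an adjusted p of 0.0359 in limma, on signals not well above background on any array.

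**Figure D3:**
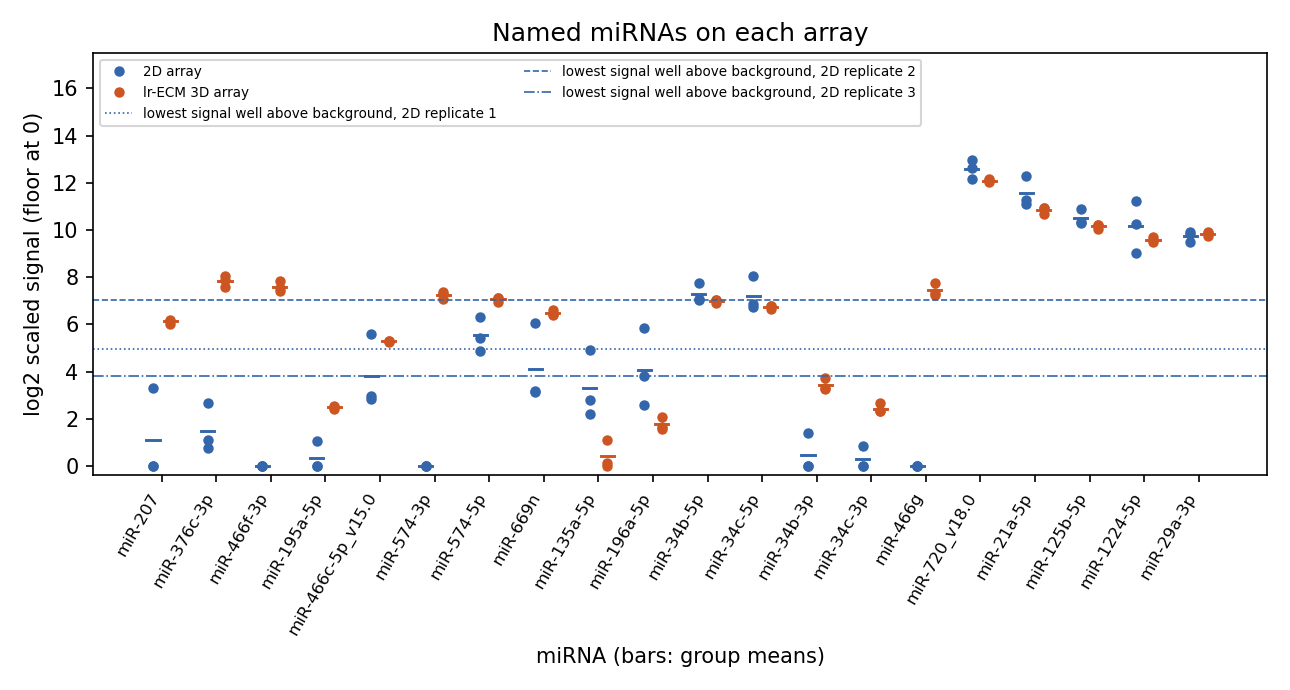
Log2 scaled signal (y axis, floor at 0) of the miRNAs named by rule on each 2D and lr-ECM 3D array (points) with group means (bars, n = 3) and, as horizontal lines, the lowest signal well above background on each 2D array. The line of 2D replicate 2 lies at 7.02, above the lr-ECM 3D mean of miR-207 (6.13) and just below that of miR-574-3p (7.24).

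The miR-466 family, taken as all mouse miRNAs whose names start with miR-466, miR-467, miR-669 or miR-297, was tested as a set because the study describes a genomic cluster of the first 3 of these names; miR-297 was added to them in the choice of members made here. Of 24 members on the array 12 were tested, and all 12 were well above background on 3 lr-ECM 3D arrays and on 0 of the 2D arrays. All 12 tested members changed upward, by 1.48 to 7.58 on the log2 scale, and 7 were called. The filter favours this direction, since each of the 12 passed it through the lr-ECM 3D arrays. Of the other 12 members 10 were well above background on 0 arrays and 12 on 0 of the 2D arrays; their fitted changes were upward for 3, downward for 8 and 0 for 1. With no filter the median log2 change over all 24 members was 1.51, with a camera p of 0.103. The set kept this direction under each scaling tried. The median log2 change was 4.97 and the mean 4.47 as fitted, and the median was 0.63 with each member at the log2 of its bound. A bound of the fold above 1 could be given for 9 of the 12 members, and for the others the bound lay under 1. In camera the set had p = 0.0303 with an estimated correlation of 0.492 between members, with 3 arrays against 3. With the preset correlation camera gave p = 7.87e-12 and fry gave p = 2.66e-06, so the set passed 0.05 under all 3 forms of the test. Normexp background correction moved the set most, to a camera p of 0.147, and without 2D replicate 2 the camera p was 0.0717.

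Of the 6 members of the miR-376 family on the array, only miR-376c-3p could be tested. A further member could be tested, and both were called, without 2D replicate 2, without lr-ECM 3D replicate 2 and without lr-ECM 3D replicate 3. Of the 4 members of miR-34b/34c on the array 2 were tested and 0 were called by limma, also at an unadjusted p under 0.05 and by the methods' t-test. The mean log2 signal of miR-34b-5p was 7.29 ± 0.40 (SD, n = 3) in 2D and 7.00 ± 0.07 (SD, n = 3) in lr-ECM 3D, a change of -0.28 with an adjusted p of 0.428 in limma, a sign that turned without scaling, with the 75th percentile over detected probes, with normexp and with the deposited values. That of miR-34c-5p was 7.22 ± 0.72 (SD, n = 3) in 2D and 6.72 ± 0.07 (SD, n = 3) in lr-ECM 3D, a change of -0.50 with an adjusted p of 0.407 in limma, a sign that turned without scaling, with normexp and with the deposited values. Neither difference was larger than the spread between the 2D arrays. MiR-34b-3p and miR-34c-3p, which did not pass the filter, were not well above background on any 2D array and were so on 1 and 0 lr-ECM 3D arrays. Their changes were 2.97 and 2.15 on the log2 scale, with no overlap between the groups' arrays. With no filter both were called higher, with adjusted p of 0.0359 and 0.0246 in limma, on signals mostly not well above background.

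The 5 miRNAs with the highest signal were miR-720, miR-21a-5p, miR-125b-5p, miR-1224-5p and miR-29a-3p, with mean log2 signals from 9.75 to 12.6 in 2D and from 9.58 to 12.1 in lr-ECM 3D. By limma 0 of the 5 were called, with adjusted p from 0.242 to 0.687, and 0 passed an unadjusted p of 0.05 in limma or were called by the methods' t-test. The changes were -0.50, -0.71, -0.36, -0.58 and 0.10 on the log2 scale, in that order, and the first 4 turned positive with normexp, with the deposited values and without scaling, when the median log2 change of the tested miRNAs was 1.24; miR-21a-5p and miR-125b-5p turned with quantile normalization as well. MiR-1224-5p was called lower when 2D replicate 2 was left out, with a change of -1.15.

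To address whether lower miRNAs lay on the X chromosome more often than others, calls were compared with the remaining tested miRNAs of known chromosome. Of the lower calls 0 of 1 lay on X, against 12 of 112 of the other miRNAs, with p = 1 in Fisher's exact test, two-sided. A single lower call cannot reach an exact p under 0.05 in this comparison. Quantile normalization moved the share most among the alternatives planned, to 33.3% of 3 lower calls.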

Values the study reported

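The study reported 77 miRNAs with altered expression between the culture conditions, at a fold change above 2 and a p-value under 0.05. Of these 41 were up-regulated and 36 were down-regulated in lr-ECM 3D culture. It placed about 30 % of the down-regulated miRNAs on the X chromosome.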

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

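The tests of overall brightness and of slide or scan day reported in this part were chosen after the results had been seen.

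A control probe outside the comparisons, miRNABrightCorner30 with 10 spots per array, was far brighter on the lr-ECM 3D arrays than on the 2D arrays. Its mean raw signal was 1211 ± 150 (SD, n = 3) in lr-ECM 3D and 124 ± 91.1 (SD, n = 3) in 2D, with no overlap between arrays. Overall array brightness does not account for the whole difference: after the factor that the miRNA probes give each array, the mean log2 signal was 9.33 ± 0.05 (SD, n = 3) in lr-ECM 3D and 6.99 ± 0.12 (SD, n = 3) in 2D, a fold of 5.04. Slide or scan day stays open, since 0 slides held arrays of both groups and the batches cannot be told apart from the culture conditions. What this probe binds was not examined here, and a difference due to the culture condition stays open as untested.

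A further control probe, dmr_6_22, had a mean raw signal of 55.9 ± 47.0 (SD, n = 3) in lr-ECM 3D, where it was well above background on 2 arrays, and 4.27 ± 2.23 (SD, n = 3) in 2D, where it was so on 0 arrays. The 3 lr-ECM 3D arrays ranged from 22.8 to 110. After scaling the groups still did not overlap, with signals of 4.13, 9.79 and 3.66 on the 2D arrays and 49.0, 13.1 and 20.6 on the lr-ECM 3D arrays, which goes against overall array brightness. It stays open nevertheless, because the 2D signals lay below the detection limit of their arrays and the bound of the fold after scaling was 0.619, which is under 1. Slide and culture condition stay open as well.

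Probes for a viral miRNA, the murine herpesvirus miRNA mghv-miR-M1-2-3p, were well above background on lr-ECM 3D arrays only. This concerned 4 of the 40 viral probes on the array, all of the same miRNA, on 2 of the lr-ECM 3D arrays each, against 0 viral probes on the 2D arrays. The highest raw signal was 41.4, and the raw signals of these 4 probes were 22.8 or higher on the lr-ECM 3D arrays and 22.1 or lower on the 2D arrays. Overall array brightness stays open: after scaling, 0 of the 4 probes were higher on every lr-ECM 3D array than on every 2D array, because 2D replicate 2 carries the largest factor. The comparison at like brightness goes the other way: 2D replicate 3, brighter than lr-ECM 3D replicates 2 and 3, had raw signals of 4.17 to 13.3 on these probes, against 22.8 to 33.1 on those arrays, but it is a single 2D array. Binding of a cell miRNA to these probes was not tested, and no biological explanation was tested.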

How the results depend on the processing

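The alternative joining the deposited values, no filter and the methods' t-test was chosen after seeing the data, and every other alternative was planned. The cause of a change was not tested unless a cause is named.

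The 13 higher calls all remained called higher under the 4 other scalings, total gene signal, the mean over all probes, a floor at 10, the deposited values and the eBayes trend with a robust prior. Of the 13, 12 remained without a filter and 8 under normexp, and 12 or 13 remained with any array left out. The number of calls did not hold. It was 25 (all higher) with the 75th percentile over all probes, 27 (all higher) with no scaling, 26 (all higher) with total gene signal, 27 (all higher) with the deposited values, and 32 with no filter (28 higher and 4 lower). It was 0 with the filter on all 6 arrays (0 higher and 0 lower), where all 13 higher calls went untested, and 126 with the alternative added later (54 higher and 72 lower). Without an array it ranged from 12 to 32 calls, from 12 to 27 higher calls and from 0 to 5 lower calls, with the highest value each time without 2D replicate 2.

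The single lower call was not stable. There were 0 lower calls with the 75th percentile over detected or over all probes, no scaling, normexp, total gene signal, the mean over all probes, the deposited values and the methods' t-test after Benjamini-Hochberg, while quantile normalization gave 3. Higher calls were 92.9% of calls in the main setting, 85.7% to 100% under the other scalings and 42.9% in the alternative added later.

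The median log2 change of the tested miRNAs moved with the scaling, from -0.11 to 0.21 with the 75th percentile over detected probes, 1.24 with no scaling, 0.41 with normexp, 0.66 with total gene signal and 0.71 with the deposited values, so that changes have to be read relative to it. The share of X-linked lower calls rose above that of other miRNAs with quantile normalization, to 33.3% of 3 (p = 0.288), and with the alternative added later, to 22.4% of 67 (p = 0.0574), by Fisher's exact test.

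For the miR-466 family, fry and the preset correlation gave p under 0.05, with the limits given above. With the 75th percentile over all probes, no scaling and quantile normalization the camera p of the family was under 0.05. So it was with the mean over all probes and the deposited values. It was above 0.05 with the 75th percentile over detected probes (0.0616), normexp (0.147) and total gene signal (0.0785). The same held for a floor at 10 (0.0503) and no filter (0.103). Without an array the camera p of the family ranged from 0.0431 to 0.0717, under 0.05 only without lr-ECM 3D replicate 1. Its direction held throughout. In the miR-376 family 2 members were called with the 75th percentile over detected or over all probes, no scaling and the deposited values, 3 with no filter, and 1 to 2 without an array. In miR-34b/34c 2 were called with no filter, both higher: the 3p members, which then entered the test.

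Of 307 alternative values of the 15 tested miRNAs named by rule, 257 did not turn to the opposite sign and kept their side of the threshold. These 257 include miR-720 with quantile normalization, whose change was 0 and so had no direction. A further 7 lost their call (all of miR-207) and 21 gained one (9 of miR-574-5p, 6 of miR-669n, 5 of miR-466c-5p and 1 of miR-1224-5p). The remaining 22 changed sign, of which 0 were called. With no scaling the log2 changes turned to 1.08 for miR-34b-5p, 0.86 for miR-34c-5p, 0.86 for miR-720, 0.65 for miR-21a-5p, 1.00 for miR-125b-5p and 0.77 for miR-1224-5p. With the deposited values these were, in the same order, 0.57, 0.35, 0.35, 0.14, 0.49 and 0.27, and with normexp 0.38, 0.25, 0.55, 0.32, 0.64 and 0.29. Quantile normalization turned miR-21a-5p to 0.19 and miR-125b-5p to 0.23, the 75th percentile over detected probes turned miR-34b-5p to 0.036, and miR-29a-3p ranged from -0.031 to 0.19 without an array. Relative to the median change of the same setting 18 of the 22 kept their sign.

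The replicate numbers did not pair the arrays: the correlations of same-numbered arrays' deviations from their group means were -0.32, -0.37 and 0.16. With the replicate number as a block limma called 12 miRNAs (12 higher and 0 lower), without miR-207 and miR-21a-3p, the camera p of the miR-466 family was 0.131, and the difference in detected miRNAs was 60.7 with an exact p of 0.25. The difference in detected miRNAs kept its direction with 2 other detection rules (69.7 and 48.3 miRNAs) and with any array left out (47.7 to 73.8).

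Signal over background limits all of these results, since 29 of the 120 tested miRNAs were not well above background on any 2D array. Slide and scan day could not be fitted, and the filter on all 6 arrays left no member of the miR-466 or miR-376 family to test. Set tests of the miR-376 family were not run, as it had under 3 tested members in the main setting.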

Other observations

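In this part, the tests of dimmer 2D arrays, a faulty probe, slide or scan day and a common background offset, and the alternative with the deposited values, no filter and the methods' t-test at an unadjusted p, were chosen after the results had been seen.

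The 13 miRNAs called higher in lr-ECM 3D were not well above background on any 2D array, and technical explanations were weighed for them. A fault of a single probe was argued against for 13 of the 13 miRNAs. Every probe of them was higher on all lr-ECM 3D arrays than on all 2D arrays, 46 of 46 probes in all. Binding of a related RNA to all probes of a miRNA was not tested and stays open. Of the 13 miRNAs, 7 belong to the miR-466 family. Scaling between arrays was argued against too, because under 4 other scalings at least 13 of the 13 stayed called. For 2D signals at or below 0 this was bound to hold, as a factor per array cannot lift them. It does not cover background subtraction, which stays open, since under normexp 8 of the 13 remained called higher. Dimmer 2D arrays as the whole reason for the missing 2D signal were argued against on 2D replicates 1 and 3 for 8 of the miRNAs, whose lr-ECM 3D signal lay at least 2-fold above the limit of both arrays, and stay open for the other 5. On 2D replicate 2 dimmer arrays stay open for all, since 0 of the 13 reached a bound of 2 there. On these arrays slide or scan day stays open throughout, as 0 slides held both groups. For miR-207, miR-376c-3p and miR-466f-3p the study also reported up-regulation by quantitative PCR, a method without array slides. Those measurements were not examined here. An effect of the matrix on the cells, and RNA carried by the matrix preparation, stay open as untested here.

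Other splits of the 6 arrays into 3 and 3 were also examined. Of the 10 splits only the real one, 1 of 10, gave as many calls, as many higher calls or as many lower calls, and the other 9 gave 0 calls each, also on the same 120 miRNAs. For the miR-466 family 1 of 10 splits had a camera p as small, the real one, and the others ranged from 0.248 to 0.549. In the other 9 splits 0 members passed the filter, so this comparison uses members that only the real split selects. It therefore favours the real split and decides nothing about the family. With 10 splits chance cannot be excluded, since the share cannot fall under 10%. The real split is also the split by slide.

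With the deposited values, no filter and the methods' t-test at an unadjusted p, 126 of the 566 miRNAs were called, 54 higher and 72 lower in lr-ECM 3D. After Benjamini-Hochberg 38 higher and 15 lower calls were left. All 72 of the lower calls were well above background on no array, against 15 of the 54 higher calls, so signals below background are a candidate explanation for the lower calls. Their median raw signal was 3.16 in 2D and -1.02 in lr-ECM 3D. The shift per array in the deposited values lowered the lr-ECM 3D arrays against the 2D arrays by 0.51 on the log2 scale on average, as the difference of the constants was -0.51. Without that shift 18 of the 72 were still called lower and 63 miRNAs were called higher, but a constant per array moves every miRNA alike and the lower calls had a median log2 change of -1.49, so the fold limit of 2 alone removes many of them and this does not test whether the shift is their cause. A common background offset between the slides stays open because the values part: all 412 undetected miRNAs together changed by a median of -0.56 raw units, 15.2% of the change of -3.69 in the lower calls, while the 672 negative control spots changed by -2.32, 62.8% of it. Before background subtraction the slides differed too, since the mean net signal of the negative controls in the file headers was 156, 172 and 164 on the 2D arrays and 112, 116 and 114 on the lr-ECM 3D arrays, with no overlap. For this setting 1 of the 10 splits of the arrays gave as many calls in a direction, the real one, and the others gave 1 to 11, so chance cannot be excluded here either. A true fall of miRNAs below the detection limit stays open as untested.

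The main counts here and those of the study rest on unlike rules. Here an adjusted p in limma and a detection filter were used, while the study names no adjustment and no filter. The number of called miRNAs here was 14. That is lower than the number quoted from the study above. At an unadjusted p under 0.05 with the same fold limit and filter it was 22 in limma and 17 in the methods' t-test. The number of higher calls here was 13. That is lower than the up-regulated number quoted from the study above. The number of lower calls here was 1. That is lower than the down-regulated number quoted from the study above. The X-linked share of lower calls here was 0%. That is lower than the share quoted from the study above. This share rests on 1 lower call. With the deposited values, no filter and the methods' t-test at an unadjusted p, 126 miRNAs were called, 54 higher and 72 lower, and 22.4% of the 67 lower calls of known chromosome were X-linked. These counts are higher than the numbers quoted from the study above, and this share is lower.

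After scaling, 2D replicate 2 departed from the other 2D arrays in most of the 48 miRNAs well above background on all 6 arrays. Of these 42 lay higher and 6 lower than the mean of the other 2D arrays, by a median of 0.49 and from -1.70 to 1.25 on the log2 scale. The raw signal of miR-1224-5p was 2307 on 2D replicate 1, 119 on 2D replicate 2 and 2188 on 2D replicate 3, and that of miR-494-3p was 924, 62.0 and 1062. Their differences after scaling were -1.70 and -1.45, and that of miR-34c-5p was 1.25. These miRNAs were picked after their values were seen, and no explanation was tested.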
